# Beneficial effects of ginkgetin on improving nonalcoholic steatohepatitis characterized by bulk and single-cell RNA sequencing analysis

**DOI:** 10.3389/fphar.2023.1267445

**Published:** 2023-10-04

**Authors:** Chaoyang Wang, Yaowei Bai, Tongqiang Li, Jiacheng Liu, Yingliang Wang, Shuguang Ju, Wei Yao, Bin Xiong, Guofeng Zhou

**Keywords:** ginkgetin, nonalcoholic steatohepatitis, NASH, bulk, single cell, RNA sequecing

## Abstract

**Background and aims:** Nonalcoholic steatohepatitis (NASH) has become one of the major causes of cirrhosis and liver failure. However, there are currently no approved medications for managing NASH. Our study was designed to assess the effects of ginkgetin on NASH and the involved mechanisms.

**Methods:** We constructed a mouse model of NASH by high-fat diet for 24 weeks. The effects of ginkgetin on NASH were evaluated by histological study, Western blot, and biochemical analysis. RNA Sequencing (RNA-Seq) analysis was used to investigate the alteration in gene expression and signaling pathways at bulk and single-cell levels.

**Results:** Administration of ginkgetin resulted in a marked improvement in hepatic lipid accumulation, inflammation, and fibrosis in the NASH model. And these results were supported by bulk RNA-Seq analysis, in which the related signaling pathways and gene expression were markedly downregulated. Furthermore, single-cell RNA-Seq (scRNA-Seq) analysis revealed that the effects of ginkgetin on NASH were associated with the reprogramming of macrophages, hepatic stellate cells, and endothelial cells. Especially, ginkgetin induced a marked decrease in macrophages and a shift from pro-inflammatory to anti-inflammatory phenotype in NASH mice. And the NASH-associated macrophages (NAMs), which emerge during NASH, were also significantly downregulated by ginkgetin.

**Conclusion:** Ginkgetin exhibits beneficial effects on improving NASH, supported by bulk and single-cell RNA-Seq. Our study may promote pharmacological therapy for NASH and raise the existent understanding of NASH.

## Introduction

Nonalcoholic fatty liver disease (NAFLD), mainly caused by overnutrition or genetic defects, has been a major health concern worldwide, with a prevalence of 22.1%–28.6% (Younossi et al., 2018; Powell et al., 2021). NASH is an advanced stage of NAFLD, characterized by hepatocyte steatosis and ballooning, hepatic inflammation, and apoptotic body (Schuster et al., 2018). And NASH has a high risk of developing liver fibrosis, which can potentially advance to liver cirrhosis or cancer (Schuppan et al., 2018; Pinter et al., 2023). In addition, NASH is closely associated with cardiovascular diseases (Cai et al., 2019). Diet control and enhanced exercise are recommended for NASH treatment, but with limited effectiveness (Chalasani et al., 2018; Akuta et al., 2023). Therefore, investigating effective pharmaceutical therapy is currently necessary and urgent.

Traditional Chinese medicine has greatly contributed to the Chinese people’s health over the past thousands of years, especially in epidemic and metabolic diseases (Tu, 2016; Ma et al., 2020; Zhu et al., 2020; Huang et al., 2021; Chen et al., 2022). In recent years, growing studies have been performed to investigate the mechanism of traditional Chinese medicine using modern medical methods and achieved excellent results (Wang et al., 2018; Li et al., 2020; Wang et al., 2021). Ginkgetin is a compound extracted from Ginkgo biloba leaves and exerts anti-inflammatory and anti-tumor activities (Zhang et al., 2017; Adnan et al., 2020; Lou et al., 2021; Menezes and Diederich, 2021). Cho et al. (2019)reported that ginkgetin inhibits adipogenesis by regulating STAT5/PPARγ/CEBPα signaling. Wu et al. (2022) reported that ginkgetin ameliorates cardiomyopathy caused by obesity through Nrf2/ARE signaling. However, whether ginkgetin has activity against NASH is still unknown.

Bulk RNA sequencing (RNA-Seq) has been extensively utilized in experimental and translational research (Kuksin et al., 2021; Thind et al., 2021). However, bulk RNA-Seq failed to evaluate cell heterogeneity as it only measures the global expression. The emergence of single-cell RNA sequencing (scRNA-Seq) enables the investigation of cell heterogeneity at the single-cell level, which has been applied in NASH-related studies (Xiong et al., 2019; Hendrikx et al., 2022). In this study, we investigate the impacts of ginkgetin on NASH and the alteration in gene expression profile using bulk and scRNA-Seq analysis.

## Materials and methods

### Animal experiments

All animal experiments were conducted in accordance with NIH guidelines and were approved by the Ethics Committee of Tongji Medical College (Wuhan, China). Male C57BL/6J mice aged 8 weeks were purchased from Tongji Medical College and were provided controllable circumstances (a temperature of 20°C–22°C, 12-h light/dark cycle, and unlimited access to food and water). For a duration of 24 weeks, the mice were provided either a chow diet or a high-fat diet (HFD). Ginkgetin was purchased from Climax Biotech Co., Ltd. (Chengdu, China). Vehicle (DMSO) or ginkgetin (10 mg/kg/day) was administrated intragastrically in the last 8 weeks. The mice were separated into three groups: The chow diet group, the HFD + vehicle group, and the HFD + ginkgetin group.

Fasting body weight (FBW) of all the mice was measured every 4 weeks. Liver weight (LW) was measured after the mice were killed. The indicators related to liver function (the levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) in the serum) and lipid metabolism (the levels of triglyceride and cholesterol in the serum and liver tissues) were measured by commercial kits (Servicebio Co., Ltd., Wuhan, China). The levels of TREM2 in the serum were measured by ELISA kits (Servicebio).

### Histological study

The liver samples were preserved in 4% phosphate-buffered paraformaldehyde once the mice were sacrificed. After being dehydrated, embedded in paraffin, the samples were sliced into sections of 5 μm thick. To assess liver fibrosis, the sections underwent staining with hematoxylin and eosin (HE) as well as Sirius red. Lipid accumulation in the liver was assessed by staining frozen sections with Oil red O. The images were acquired through light microscopy (Nikon, Japan). For immunofluorescence, the sections were incubated consecutively with primary and secondary antibodies and 4’,6-diamidino-2-phenylindole (DAPI). After quenching tissue autofluorescence, the images were acquired using fluorescent microscopy (Nikon). Supplementary Table S1 displayed the antibodies for immunofluorescence.

### Western blot

Equal proteins obtained from liver tissues were subjected to gel electrophoresis and subsequently transferred onto polyvinylidene fluoride (PVDF) membranes. Afterward, the membranes were exposed to primary and secondary antibodies. The protein bands were detected by a chemiluminescence system (Clinix Co., Ltd., China). Supplementary Table S1 displayed the antibodies for Western blot.

### Scanning electron microscopy (SEM)

The liver tissues were put into the electron microscope fixation solution (Servicebio) immediately after isolation and cut into small blocks about 2 mm × 2 mm × 2 mm. The tissues were stored at room temperature for 4 h away from light and transferred to 4°C for storage. After dehydration, drying, and gold-coated treatment, the prepared specimens were detected by an SEM (SU8010, Hitachi, Japan).

### Bulk RNA-Seq analysis

We performed bulk RNA-Seq analysis on the liver tissues of mice with NASH treated with vehicle or ginkgetin (*n* = 3 per group). Trizol reagent (Servicebio) was utilized to extract total RNA from the liver tissues. mRNA with poly-A was isolated from total RNA and converted to complementary DNA (cDNA). RNA-Seq array was conducted on the Illumina Novaseq6000 platform. After getting the expression matrix, DESeq2 was used to calculate the difference between the two groups. Differently expressed genes (DEGs) were considered as fold change (FC) > 2 and adjust *p* < 0.05. Further analyses were performed using the corresponding R packages. The raw data of RNA-Seq were available in the GEO database with number GSE235797.

### scRNA-seq analysis

Liver non-parenchymal cells (LNPCs) were isolated from liver tissues of mice with NASH treated with vehicle or ginkgetin as previously described (Mederacke et al., 2015). Then LNPCs were used for scRNA-Seq by 10X Genomics Chromium system (*n* = 3 per group). Quality control was performed by Seurat (version 4.3.0), and only the single cells with the unique molecular identifier (UMI) between 250 and 5,000 and mitochondrial genes <5% were used for further analysis. The clusters were identified by marker genes according to the CellMarker database (Hu et al., 2023). Visual analysis was performed using R packages. The raw data of scRNA-Seq were available in the GEO database with number GSE235939.

### Macrophage polarization index (MPI)

MPI describes all the polarized states of macrophages. Based on scRNA-Seq, the MPI value of each macrophage was calculated according to a well-established model (M0: unstimulated; MI: stimulated with LPS and IFNγ; M2: stimulated with IL4 and IL13) (Li et al., 2019). A higher MPI value indicates that the macrophage is closer to a pro-inflammatory state of M1, and *vice versa*, a lower MPI value indicates an anti-inflammatory state of M2.

### Statistical analysis

The data were shown as mean ± SD and the difference was compared by *t*-test. Statistical analyses were carried out using SPSS 23.0 (IBM, United States). *p* < 0.05 was considered an indicator of statistical significance.

## Results

### Effects of ginkgetin on HFD-induced hepatic steatosis

The chemical formula of ginkgetin was shown in Figure 1A. We first evaluated the impacts of ginkgetin on hepatic steatosis in a NASH mouse model induced by HFD. Administration of HFD resulted in a clear increase in FBW, LW, and LW/FBW ratio, which was significantly improved by ginkgetin (Figures 1B–D). And ginkgetin-treated mice also showed reduced levels of hepatic and serum triglyceride and cholesterol (Figures 1E,F). Additionally, HE staining revealed that the hepatocyte steatosis and ballooning were markedly alleviated with reduced NAFLD activity score (NAS) after ginkgetin treatment. And Oil red O staining confirmed the reduced lipid accumulation in ginkgetin-treated mice (Figure 1G). Consistently, the protein expression of FASN and PPARγ, which are associated with lipid metabolism, were significantly downregulated by ginkgetin (Figure 1H).

**FIGURE 1:**
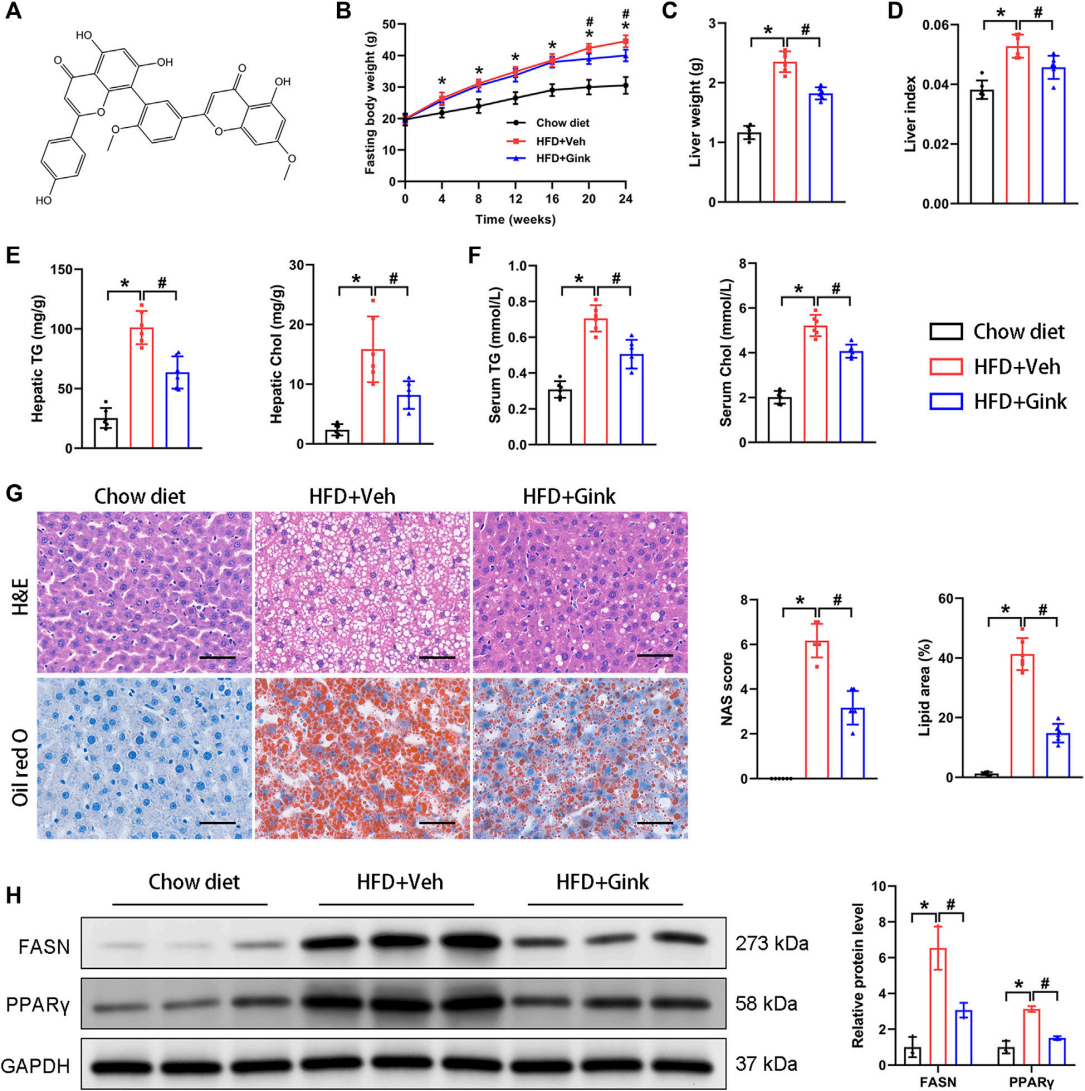
Effects of ginkgetin on HFD-induced hepatic steatosis. **(A)** The chemical formula of ginkgetin. **(B)** Changes in fasting body weight (FBW) over time in the chow diet, HFD + Veh, and HFD + Gink groups (*n* = 6). **(C)** Liver weight (LW) of the mice at the end of experiments (*n* = 6). **(D)** Liver index (FBW/LW) (*n* = 6). **(E)** Biochemical analysis of hepatic triglyceride (TG) and cholesterol (Chol) (*n* = 6). **(F)** Biochemical analysis of serum TG and Chol (*n* = 6). **(G)** HE and Oil red O staining of liver tissues (*n* = 6). Scale bar = 50 μm. **(H)** Western blot analysis of FASN and PPARγ (*n* = 3). *: *p* < 0.05, chow diet vs. HFD + Veh groups. #: *p* < 0.05, HFD + Veh vs. HFD + Gink groups.

### Effects of ginkgetin on HFD-induced hepatic inflammation and fibrosis

Immunofluorescence of F4/80 showed a marked increase in macrophage infiltration in mice with NASH, indicating enhanced hepatic inflammation, which was reduced in ginkgetin-treated mice (Figure 2A). And HFD-induced fibrosis, shown by Sirius red, was also improved after ginkgetin treatment (Figure 2A). Moreover, these histological alterations were supported by the level of proteins associated with inflammation (TNFα and p65) and fibrosis (COL1A1), which were overexpressed in NASH mice and reduced after ginkgetin treatment (Figure 2B). In addition, ginkgetin-treated mice showed improved liver function, shown by decreased ALT and AST (Figure 2C).

**FIGURE 2:**
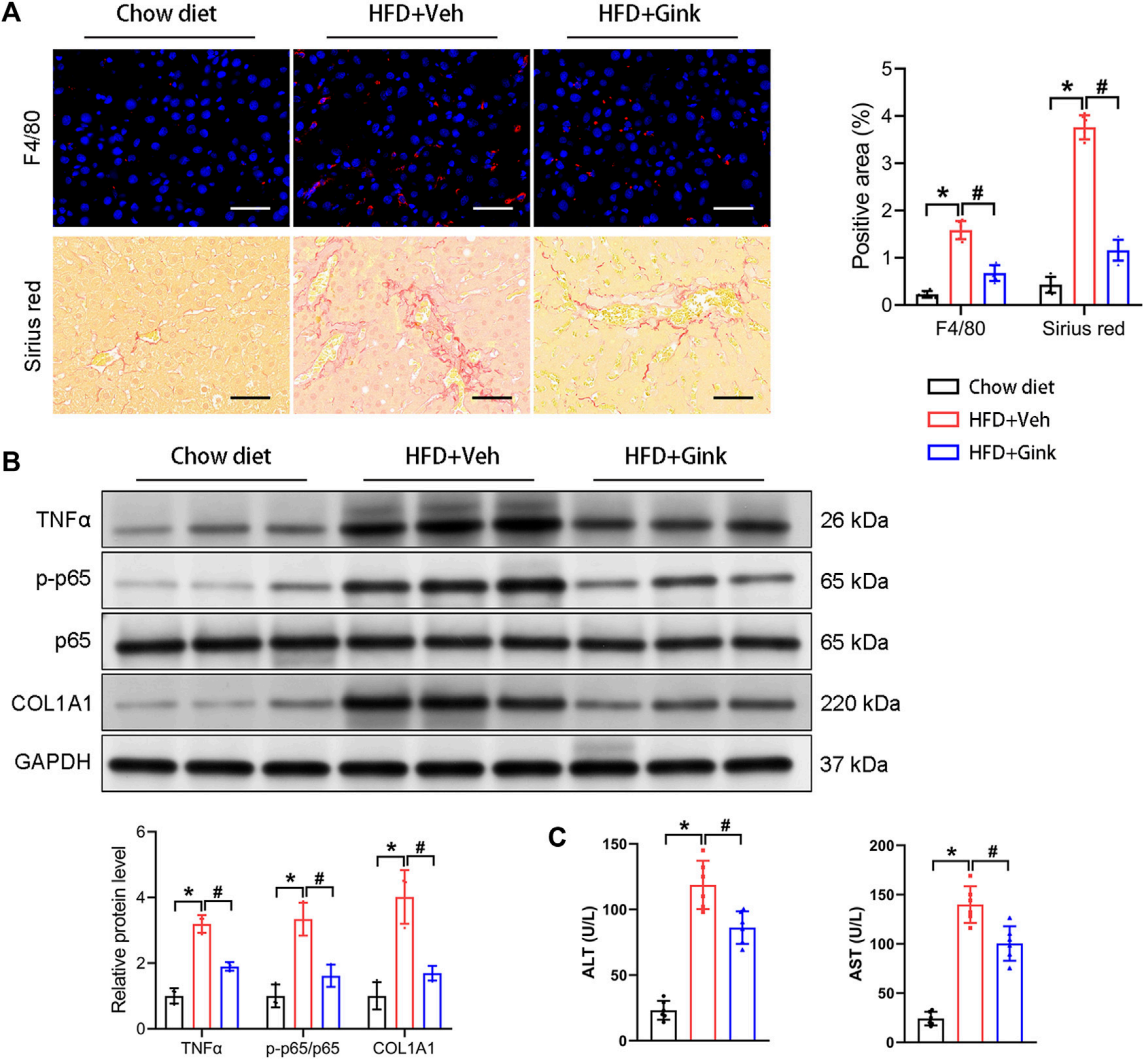
Effects of ginkgetin on HFD-induced hepatic inflammation and fibrosis. **(A)** F4/80 immunofluorescence and Sirus red staining of liver tissues in the chow diet, HFD + Veh, and HFD + Gink groups (*n* = 6). Scale bar = 50 μm. **(B)** Western blot analysis of proteins related to hepatic inflammation (TNFα and p65) and fibrosis (COL1A1) (*n* = 3). **(C)** The levels of ALT and AST in the three groups (*n* = 6). *: *p* < 0.05, chow diet vs. HFD + Veh groups. #: *p* < 0.05, HFD + Veh vs. HFD + Gink groups.

### Bulk RNA-Seq analysis of liver tissues from vehicle- and ginkgetin-treated mice with NASH

To further investigate the process of ginkgetin-induced regression of NASH, we performed RNA-Seq analysis of liver tissues from NASH mice treated with vehicle or ginkgetin (*n* = 3 per group). 

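Liver RNA from 3 vehicle-treated and 3 ginkgetin-treated mice was compared. All 6 mice were fed a high-fat diet (HFD) for 24 weeks, and ginkgetin, a plant biflavone, was given at 10 mg/kg/day in the last 8 weeks. The paper's methods name Trizol for the extraction of RNA, poly-A selection and the Illumina Novaseq6000 platform. The sample labels name an RNeasy kit and a SMARTER library kit instead. The aligner, the gene counter and the genome build are not named in the paper's text. The authors deposited 1 value for each of 12101 genes in each mouse. In every column, 100% of the values equalled a whole number multiplied by a constant of that column, minus 10, the form that gene counts take when they are divided by a size factor and 10 is then subtracted. The size factors computed from these constants ranged from 0.843 to 1.24. The smallest value was 10.1, or 20.1 before the subtraction, so genes with lower expression in any mouse were not among the genes tested. The whole numbers, read as gene counts, added up to 49992064, 46498479 and 52502701 in vehicle-treated mice 1 to 3 and to 51215882, 56900436 and 56672023 in ginkgetin-treated mice 1 to 3 over the listed genes. The 10 most abundant genes took between 15.02% and 16.5% of these counts. The deposited values summed to between 4.21e+07 and 4.66e+07 per vehicle-treated mouse and to between 5.80e+07 and 6.13e+07 per ginkgetin-treated mouse, so the choice of scaling bears on every comparison of the groups. No values of a group were copies of one another. The chi-square statistic between the counts of a pair of mice, divided by its degrees of freedom, was 19.2 for ginkgetin-treated mice 1 and 2 and lay between 66.1 and 99.0 for the other pairs of a group, against 1 for sampling noise alone. The values were used as deposited, without further scaling, and log2(value + 1) was compared between the groups with limma. A filter for a value of at least 1 in at least 3 mice removed 0 genes.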

The two groups could be clearly distinguished by principal component analysis (PCA) (Figure 3A). 

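The principal component analysis was computed on all listed genes, each centred and scaled to unit variance. The first component held 60.4% of the variance and the second 15.2%. On the first component the vehicle-treated mice scored -72.1, -61.1 and -98.2, and the ginkgetin-treated mice scored 84.3, 78.4 and 68.7. The group means were -77.1 ± 19.1 (SD, n = 3) and 77.1 ± 7.88 (SD, n = 3). A two-sided exact permutation test of these scores gave p = 0.1, the smallest p that 3 mice against 3 allow. On the second component the groups overlapped: the vehicle-treated mice scored 40.5, -15.9 and -16.9, and the ginkgetin-treated mice scored 33.4, 29.7 and -70.7. Of the alternatives tried, restriction to the 500 most variable genes moved the share of the first component most, to 92.3%.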

And 1,199 DEGs were observed, among which 406 were upregulated and 793 were downregulated by ginkgetin (Figures 3B, C). 

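With the paper's criterion, a fold change of more than 2 and an adjusted p-value under 0.05, here from limma with Benjamini-Hochberg adjustment, 1885 genes were differentially expressed, 433 higher and 1452 lower in ginkgetin-treated mice. The adjusted p-value alone was under 0.05 for 6199 genes, 3336 of them higher and 2863 lower. The values of the groups did not overlap in 428 of the higher and 1441 of the lower differentially expressed genes. Over all genes tested, 61.6% did not overlap, where chance gives 10%. The alternative that moved these counts most was scaling of the libraries to equal totals, chosen after the data were seen, which gave 197 higher and 2346 lower genes. Among the differentially expressed genes without overlap, the largest rises were those of Mup7, Mup12, Cd163, Mup1 and Cyp4a14, with log2 fold changes of 6.43, 6.204, 6.15, 5.78 and 4.78. The 3 Mup genes belong to a cluster of near-identical genes on chromosome 4, and Cyp4a14 has close paralogs, so the authors' counting could have split reads between the members of each family. The value of Cd163 was 44.7 ± 27.5 (SD, n = 3) with vehicle and 2673 ± 50.3 (SD, n = 3) with ginkgetin, with a standard error of 0.49 for the log2 fold change and an adjusted p of 3.0e-05 from limma. The largest falls were those of Gpnmb, Ephb2, Mmp12, Adam8 and Ntrk2, with log2 fold changes of -6.55, -6.33, -5.74, -5.48 and -5.32. The value of Gpnmb was 6784 ± 2307 (SD, n = 3) with vehicle and 70.7 ± 20.2 (SD, n = 3) with ginkgetin, with a standard error of 0.25 and an adjusted p of 6.9e-07 from limma. Ephb2 and Adam8 had means of 11.8 ± 1.59 and 12.9 ± 2.41 (SD, n = 3) with ginkgetin, close to the lowest value listed, and with the subtracted 10 added back, another alternative chosen after the data were seen, their log2 fold changes were -5.51 and -4.71.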

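The 19 Gene Ontology (GO) gene sets of Supplementary Table S2 were tested with fgsea on the genes ranked by limma's moderated statistic, where a negative normalized enrichment score (NES) means lower expression in ginkgetin-treated mice. The members were those listed in that table, which lists 9 sets in full and the others in part. With Benjamini-Hochberg adjustment over the 19 sets, 11 sets were lower and 5 higher with an adjusted p-value under 0.05. The NES of extracellular structure organization was -2.69 (adjusted p = 1.2e-12 from fgsea's permutation test). The NES was -2.36 for positive regulation of tumor necrosis factor superfamily cytokine production, -2.005 for cytokine production, -2.001 for response to interferon gamma and -1.99 for response to interferon alpha. It was -1.87 for regulation of fibroblast proliferation, -1.75 for inflammatory response, -1.74 for response to transforming growth factor beta and -1.66 for platelet-derived growth factor receptor signaling. The p53-mediated intrinsic apoptotic signaling pathway and negative regulation of NF-kappaB transcription factor activity had an NES of -1.59 and -1.58. All 8 sets of lipid metabolism had a positive NES. Those with an adjusted p-value under 0.05 were steroid metabolic process (2.38), lipid oxidation (2.37), fatty acid metabolic process (1.68), fatty acid transport (1.58) and lipid catabolic process (1.43). The NES was 1.33 for lipid modification, 1.31 for lipid biosynthetic process and 1.28 for protein-lipid complex assembly, with adjusted p-values of 0.079, 0.082 and 0.15 from fgsea. Under quantile normalization, tried on the gene sets after the data were seen, the NES of lipid modification, lipid catabolic process and lipid biosynthetic process turned to -1.03, -1.06 and -0.97, and steroid metabolic process was the only lipid set with an adjusted p-value under 0.05. The number of lower sets moved most with limma's camera and the inter-gene correlation estimated from the data, where 0 sets passed 0.05 and 3 were lower at an unadjusted p under 0.05. With that setting, 0 lipid sets were higher at an adjusted p-value under 0.05 either. With camera at a correlation of 0.01, 3 were: steroid metabolic process, lipid oxidation and fatty acid metabolic process.

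**Figure D1:**
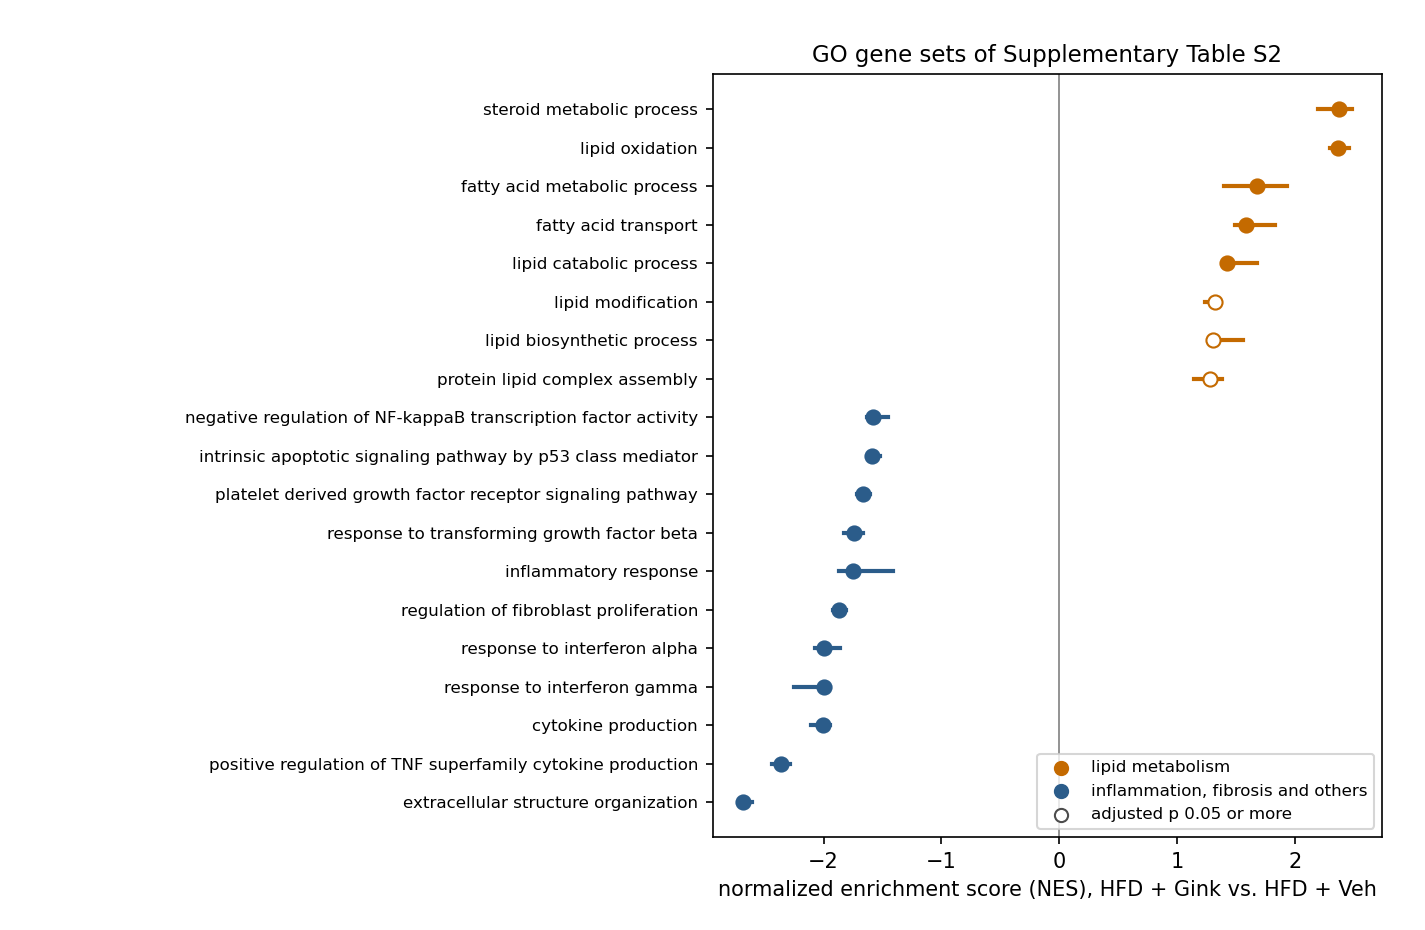
NES (x axis, no unit) of the 19 GO gene sets in HFD + Gink against HFD + Veh. Circles are the values from all 6 mice, open where the adjusted p-value is 0.05 or more, and lines span the fits that each left out 1 mouse; the lipid sets lie between 1.28 and 2.38 and the other sets between -2.69 and -1.58.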

Gene set enrichment analysis (GSEA) showed that the signals associated with lipid metabolism, inflammation, and fibrosis were enriched and downregulated (Figure 3D; Supplementary Table S2). 

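Figure 3E shows 27 genes, 10 of lipid metabolism, 10 of inflammation and 7 of fibrosis. With Benjamini-Hochberg adjusted p-values from limma under 0.05, 13 of the 27 were lower in ginkgetin-treated mice, 6 were higher and 8 did not pass. With the adjustment over the 27 genes alone, 13 were lower and 7 higher. Positions are those of GENCODE release 21 for the mouse, matched by gene symbol. Among the lipid genes, Pparg, on chromosome 6 from 115360951 to 115490399, fell from 1723 ± 151 to 662 ± 130.0 (SD, n = 3 each), a log2 fold change of -1.39 (standard error 0.15, adjusted p = 1.2e-04 from limma). Ppt1 and Pam were lower as well, with log2 fold changes of -0.99 and -0.80. Ech1, on chromosome 7 from 28825217 to 28832247, rose from 21413 ± 1521 to 36002 ± 1239 (SD, n = 3 each), a log2 fold change of 0.75 (standard error 0.094, adjusted p = 2.7e-04 from limma). Bdh2, Acsl3 and Acad8 were higher with log2 fold changes of 0.99, 0.61 and 0.36. That of Acad8 turned to -0.057 with the libraries scaled to equal totals. With that scaling, Bdh2 (0.56) and Acsl3 (0.19) had adjusted p-values of 0.088 and 0.38 from limma. Acad8 had 0.16 under quantile normalization (adjusted p = 0.13 from limma). The log2 fold changes of Fasn (-0.17), Apoe (-0.10) and Daglb (0.057) were smaller than their standard errors of 0.18, 0.27 and 0.11. Among the inflammation genes, Ccl5, on chromosome 11 from 83525778 to 83530518, fell from 769 ± 266 to 156 ± 60.7 (SD, n = 3 each), a log2 fold change of -2.32 (standard error 0.35, adjusted p = 6.8e-04 from limma). Irf8, Trim68, Nlrp3, Tnfrsf21 and Ifitm3 were lower with log2 fold changes between -1.47 and -0.48. Nlrp3 did not pass under quantile normalization (-0.56, adjusted p = 0.13 from limma). Klkb1 was higher, with a log2 fold change of 1.03 (standard error 0.12, adjusted p = 1.7e-04 from limma). Hnrnpa0, Rac1 and Irf4 had log2 fold changes of -0.029, -0.033 and 0.089, each smaller than its standard error. Rac1 and Daglb overlap on opposite strands of chromosome 5, and the paper's text does not say whether reads were counted by strand. Among the fibrosis genes, Col4a2, on chromosome 8 from 11312805 to 11449287, fell from 4332 ± 588 to 1306 ± 128 (SD, n = 3 each), a log2 fold change of -1.72 (standard error 0.12, adjusted p = 1.7e-05 from limma). Pdgfb, Col27a1 and Fkbp1a were lower with log2 fold changes of -2.14, -1.02 and -0.74. Tgfbr3 was higher by 0.34 (adjusted p = 0.031 from limma), which turned to -0.079 with equal totals and did not pass in 4 of the 6 fits that each left out 1 mouse. Lefty1 and Myh11 had log2 fold changes of 0.90 and 0.32 and adjusted p-values of 0.051 and 0.23 from limma. Under quantile normalization, Lefty1, Myh11 and Irf4 were called higher, with log2 fold changes of 1.501, 0.83 and 0.79. Of all alternatives, equal totals moved the number of lower genes most, to 18. Of the 6 higher genes, Acad8, Acsl3, Bdh2 and Tgfbr3 did not pass with that scaling.

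**Figure D2:**
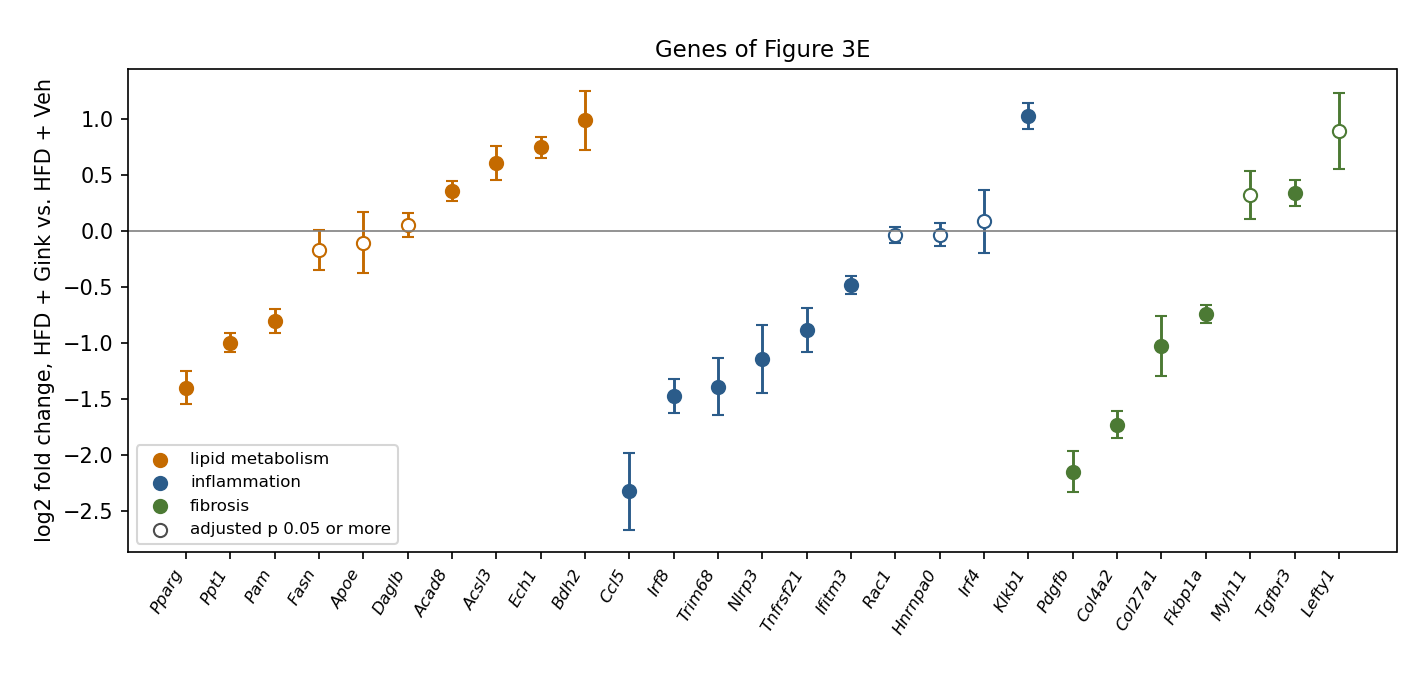
Log2 fold change of the 27 genes of Figure 3E in HFD + Gink against HFD + Veh livers (y axis, log2 scale, 3 mice per group), with standard errors from limma as bars and open circles where the adjusted p-value is 0.05 or more. The values run from -2.32 for Ccl5 to 1.03 for Klkb1, with 17 genes under 0.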

Consistently, the expression of related genes was downregulated by ginkgetin (Figure 3E).

**FIGURE 3:**
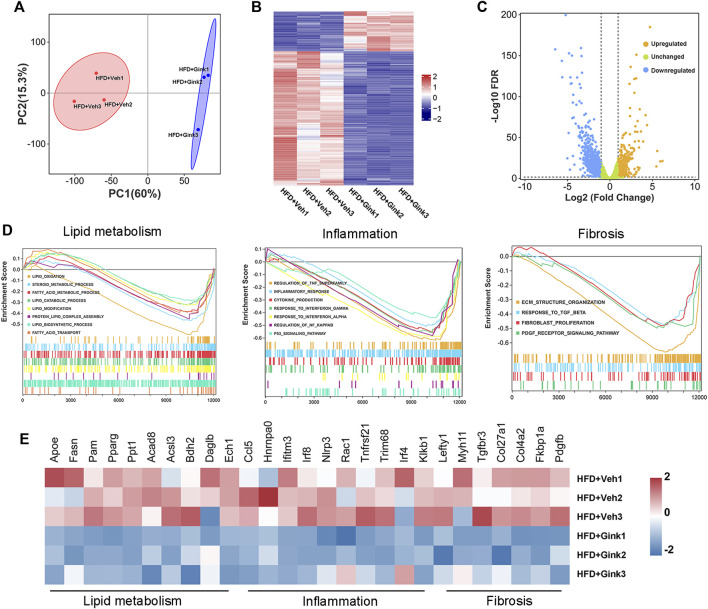
Bulk RNA-Seq analysis on liver tissues from NASH mice treated with vehicle and ginkgetin. **(A)** Principal component analysis between HFD + Veh and HFD + Gink groups (*n* = 3). **(B)** Heatmap of DEGs between the two groups. **(C)** Difference in gene expression between the two groups shown by volcano plot. **(D)** GSEA showed that the signals associated with lipid metabolism, hepatic inflammation and fibrosis were downregulated by ginkgetin. **(E)** Differences in gene expression based on GSEA.

### scRNA-seq analysis of LNPC from vehicle- and ginkgetin-treated mice with NASH

scRNA-seq analysis was conducted to explore the cellular heterogeneity in LNPCs isolated from NASH mice treated with vehicle or ginkgetin (*n* = 3), which are essential in regulating the process of NASH**.** After quality control filtering, transcriptomes of 26,160 cells were obtained, including 11,754 cells from vehicle-treated mice and 14,406 from ginkgetin-treated mice. And UMAP dimensionality reduction analysis revealed that the cells were divided into ten clusters according to the marker genes, including endothelial cells, hepatocytes, macrophages, B cells, hepatic stellate cells (HSCs), T-cells, dendritic cells, cholangiocytes, NK cells, and Mast cells (Figures 4A–D). And the cell counts and percent were presented (Figures 4E, F). Remarkably, we observed that endothelial cells and macrophages were the most abundant clusters of LNPCs, accounting for 57.2% of the LNPCs. And 75.3% of endothelial cells were from ginkgetin-treated mice, whereas 76.0% of macrophages were from vehicle-treated mice. Additionally, ginkgetin-induced alteration in gene expression was mainly reflected in macrophages and HSCs with a marked reduction (Figure 4G). These data suggested that the impacts of ginkgetin on NASH may be associated with the reprogramming of macrophages, HSCs, and endothelial cells.

**FIGURE 4:**
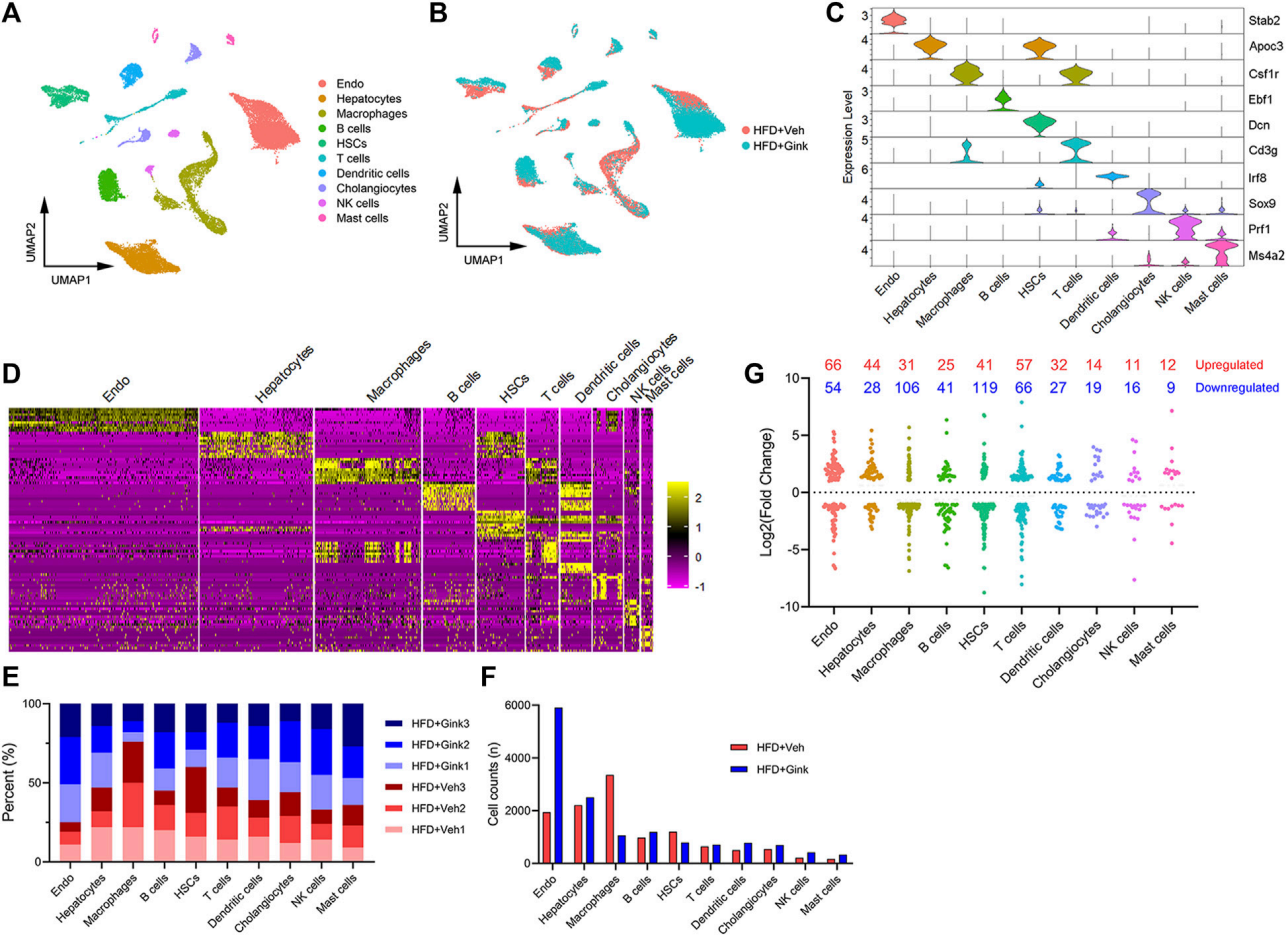
scRNA-Seq analysis of liver cells from HFD + Veh or HFD + Gink groups. **(A)** UMAP plot revealed that the liver cells were divided into 10 clusters based on marker genes. **(B)** UMAP plot for liver cells from HFD + Veh and HFD + Gink groups. **(C)** marker gene expression for the 10 clusters shown by violin plots. **(D)** Top 10 marker genes of the 10 clusters shown by heatmap. **(E)** Cell percent of the 10 clusters in each sample. **(F)** Cell counts of the 10 clusters in the two groups. **(G)** Changes in gene expression by ginkgetin in the 10 clusters between HFD + Veh and HFD + Gink groups.

### Effects of ginkgetin on hepatic macrophages in NASH mice

4,419 macrophages were retained in scRNA-Seq analysis, which were further divided into two subclusters, including Kupffer cells (KCs, high expression of Adgre1) and monocyte-derived macrophages (MDMs, high expression of Itgam) (Figures 5A, B). And ginkgetin induced a significant reduction in macrophages, especially in KCs (Figure 5C). In addition, we also assessed macrophage polarization using MPI based on scRNA-Seq. As expected, we observed a marked alteration toward an anti-inflammatory phenotype in both KCs and MDMs after ginkgetin treatment (Figure 5D).

**FIGURE 5:**
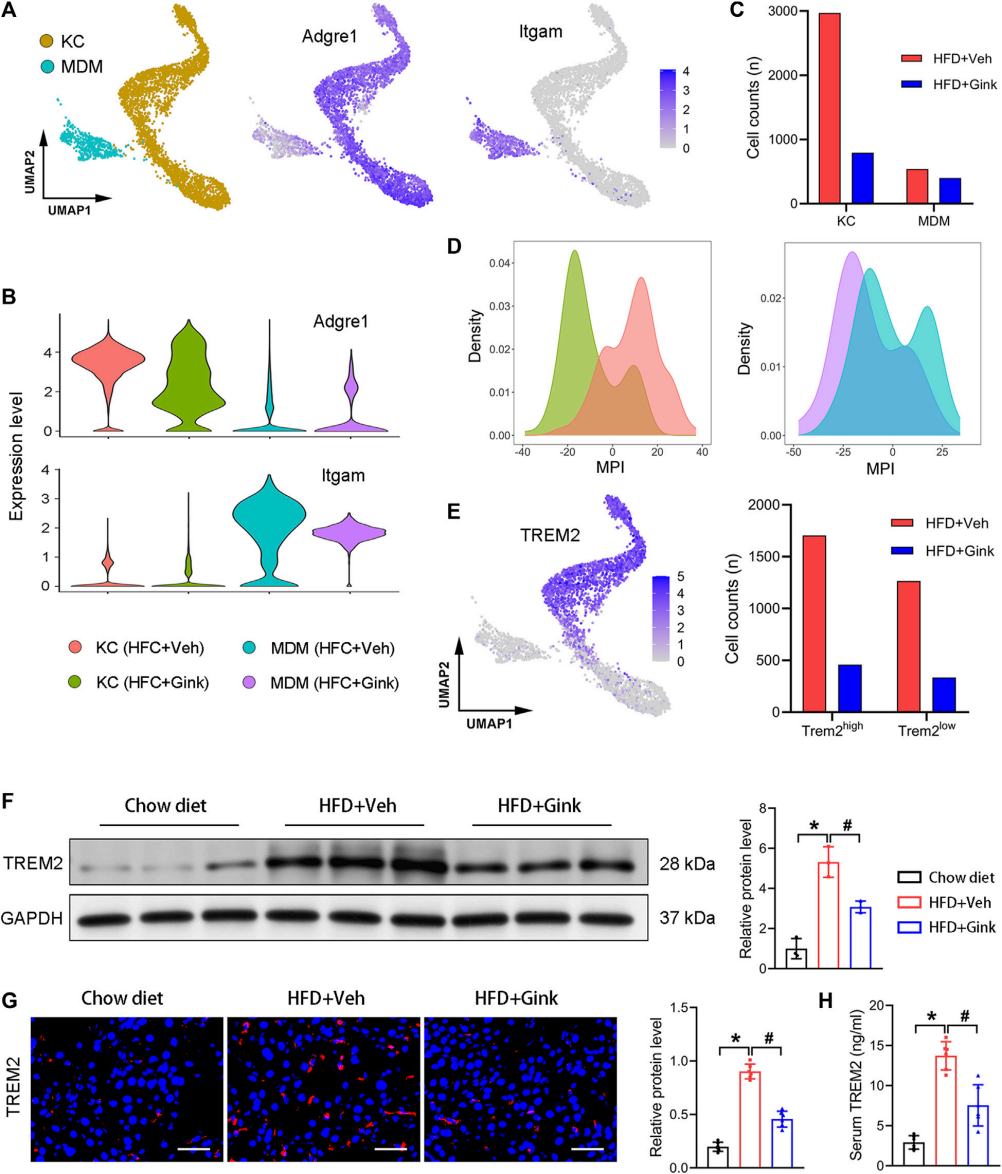
Effects of ginkgetin on hepatic macrophages in NASH mice. **(A)** Kupffer cells (KCs) and monocyte-derived macrophages (MDMs) and their marker genes shown by UMAP plot. **(B)** Marker gene expression of KCs and MDMs shown by violin plots. **(C)** Cell counts of KCs and MDMs in HFD + Veh and HFD + Gink groups. **(D)** MPI of KCs and MDMs in the two groups. **(E)** Subcluster of Trem2 high expression macrophage. **(F)** Western blot analysis of TREM2 in the chow diet, HFD + Veh, and HFD + Gink groups (*n* = 3). **(G)** TREM2 immunofluorescence of liver tissues from the three groups (*n* = 6). Scale bar = 50 μm. **(H)** Levels of serum TREM2 in the three groups (*n* = 6). *: *p* < 0.05, chow diet vs. HFD + Veh groups. #: *p* < 0.05, HFD + Veh vs. HFD + Gink groups.

Next, we analyzed the alteration of NASH-associated macrophages (NAMs), which are subcluster of KCs with high expression of Trem2 (25). NAMs emerge during NASH and play a protective role against NASH. And the level of NAMs is positively correlated with the severity of NASH. Consistent with the improvement of lipid accumulation in the liver, NAMs markedly decreased in ginkgetin-treated mice (Figure 5E). Additionally, both Western blot and Immunofluorescence revealed that the level of TREM2 was significantly downregulated by ginkgetin (Figures 5F, G). Meanwhile, we also measured the level of TREM2 in the serum, which is a circulated marker of NASH and has a positive correction with NAMs (Hendrikx et al., 2022). Accordingly, the elevated TREM2 in serum during NASH also decreased after ginkgetin treatment (Figure 5H).

### Effect of ginkgetin on HSCs in NASH mice

HSC activation, marked by high expression of Acta2, is a core step for liver fibrosis (Higashi et al., 2017). scRNA-Seq analysis revealed a significant decrease in the expression of Acta2 in ginkgetin-treated mice (Figure 6A), which was supported by the Immunofluorescence of αSMA (encoded by Acta2) (Figure 6B). Then, we performed KEGG enrichment analysis of the DEGs specially derived from HSCs. In addition to the pathways associated with lipid metabolism, we also discovered that JAK/STAT pathway was enriched (Figure 6C). Increasing evidence has demonstrated that JAK/STAT pathway was essential for HSC activation, especially IL6/STAT3 pathway and IFNγ/STAT1 pathways (Gao et al., 2012; Deng et al., 2013; Su et al., 2015; Xiang et al., 2018; Marti-Rodrigo et al., 2020). Triggering IL6/STAT3 signaling enhances HSC activation and liver fibrosis, while IFNγ/STAT1 signaling exhibits opposite effects. GSEA revealed that ginkgetin induced a marked downregulation in IL6/STAT3 signaling, but no alteration in IFNγ/STAT1 signaling (Figure 6D). Furthermore, immunofluorescence showed an increase in pSTAT3 and DCN (mainly expressed by HSCs) with a close colocation in NASH mice, which was abolished after ginkgetin treatment (Figure 6E). These results suggested that IL6/STAT3 signaling may be associated with ginkgetin-induced inhibition of HSC activation and liver fibrosis.

**FIGURE 6:**
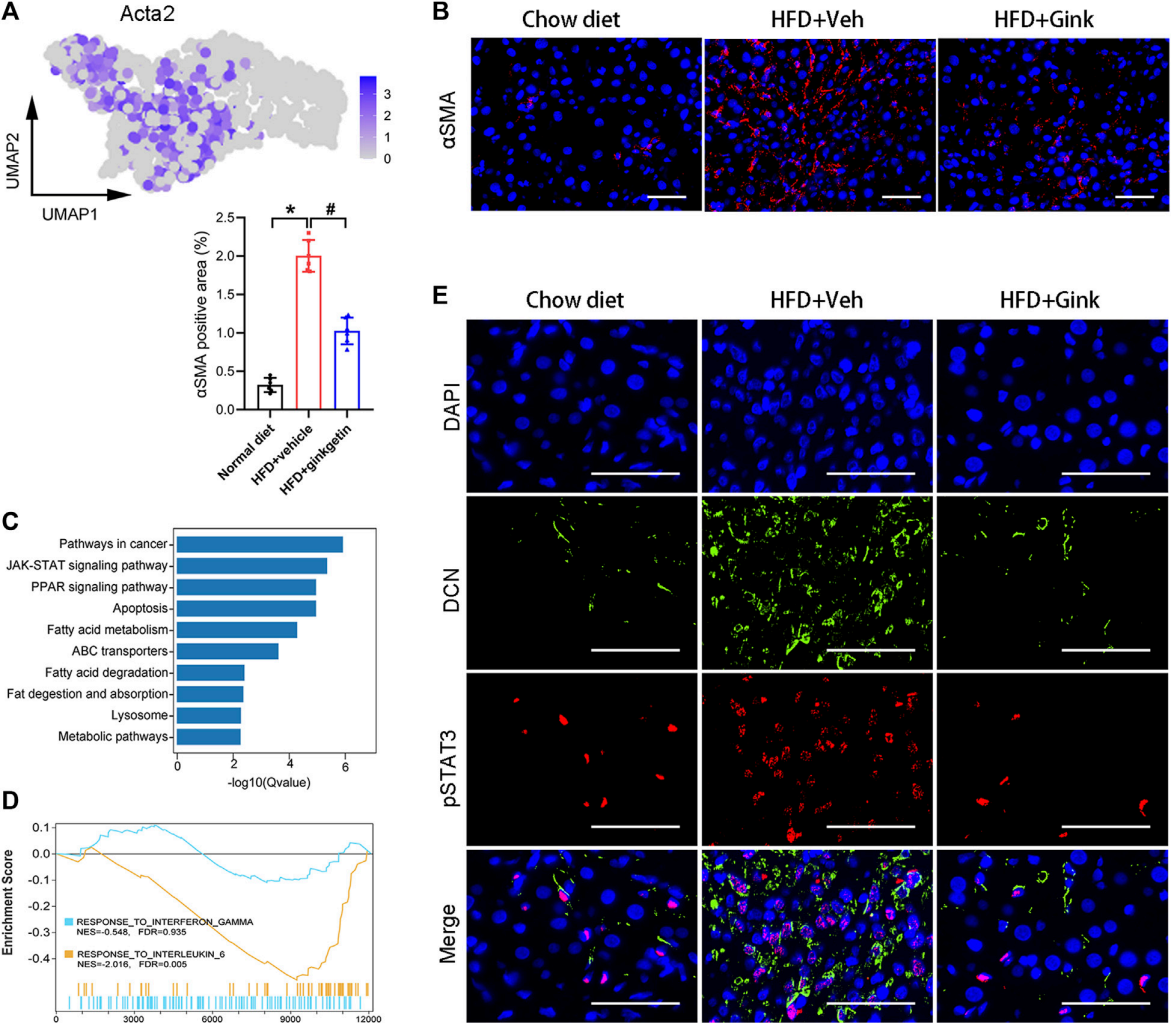
Effects of ginkgetin on hepatic stellate cells (HSCs) in NASH mice. **(A)** Activated HSCs marked by Acta2 shown by UMAP plot. **(B)** αSMA immunofluorescence of liver tissues from chow diet, HFD + Veh, and HFD + Gink groups (*n* = 6). Scale bar = 50 μm. **(C)** KEGG enrichment analysis of DEGs between HFD + Veh and HFD + Gink groups. **(D)** GSEA showing the ginkgetin-induced alteration in IFNγ- and IL6-mediated signaling. **(E)** pSTAT3 and DCN immunofluorescence of liver tissues from chow diet, HFD + Veh, and HFD + Gink groups (*n* = 6). Scale bar = 50 μm *: *p* < 0.05, chow diet vs. HFD + Veh groups. #: *p* < 0.05, HFD + Veh vs. HFD + Gink groups.

### Effects of hepatic endothelial cells in NASH mice

Endothelial cells make up the largest cluster of LNPCs, which can be further divided into three subclusters, including liver sinusoidal endothelial cells (LSECs, high expression of Fcgr2b), per-portal endothelial cells (PPECs, high expression of Efnb1), and peri-central endothelial cells (PCECs, high expression of Wnt2) (Figure 7A). Cluster analysis revealed individual transcriptomic features in the three subclusters (Figure 7B). And in vehicle-treated mice, the main type of endothelial cells was PPECs, while LSECs became the dominant type after ginkgetin treatment (Figure 7C). Consistently, immunofluorescence of vWF showed that NASH resulted in a marked decrease of endothelial cells, which was restored to the normal level after ginkgetin treatment (Figure 7D). Furthermore, SEM analysis revealed that the number of LSEC fenestrae markedly reduced due to NASH, but increased in ginkgetin-treated mice (Figure 7E).

**FIGURE 7:**
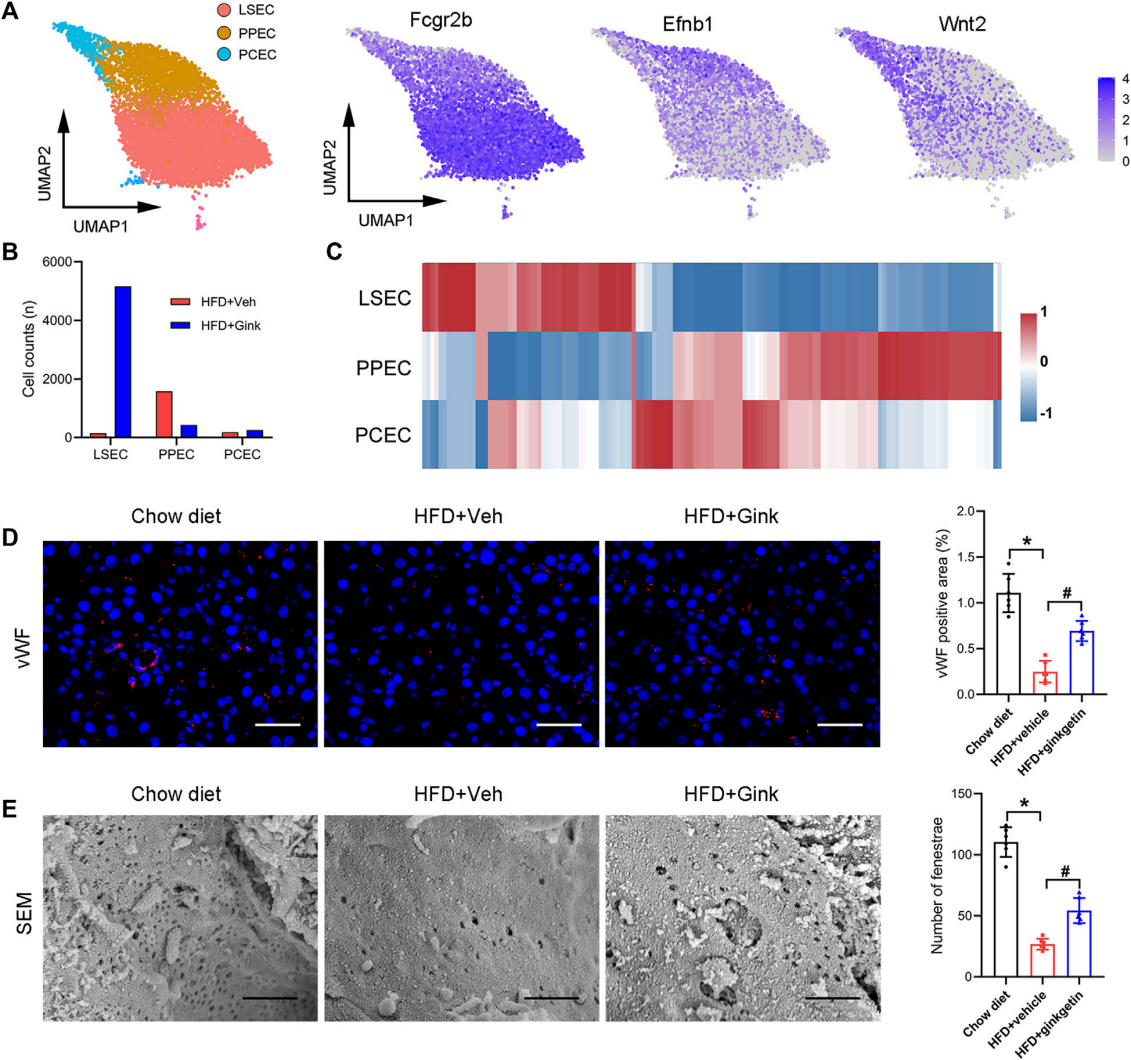
Effects of ginkgetin on hepatic endothelial cells in NASH mice. **(A)** Endothelial cells were divided into three subclusters by marker genes shown by UMAP plot. **(B)** Cell counts of the three subclusters in HFD + Veh and HFD + Gink groups. **(C)** Gene expression in the three subclusters shown by heatmap. **(D)** vWF immunofluorescence of liver tissues from chow diet, HFD + Veh, and HFD + Gink groups (*n* = 6). Scale bar = 50 μm. **(E)** SEM analysis of fenestrae in LSECs (*n* = 6). Scale bar = 1 μm *: *p* < 0.05, chow diet vs. HFD + Veh groups. #: *p* < 0.05, HFD + Veh vs. HFD + Gink groups.

## Discussion

In this study, we demonstrated that ginkgetin exhibits beneficial effects on NASH, including reducing lipid accumulation and inhibiting hepatic inflammation and fibrosis. And these results were supported by bulk RNA-Seq analysis, in which the related signaling pathways and gene expression were markedly downregulated. Furthermore, we assessed the alteration in gene profile by scRNA-Seq, which further uncovered the mechanism of ginkgetin-induced NASH alleviation.

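Within the gene sets of inflammation and fibrosis, members were counted by the Benjamini-Hochberg adjusted p-value under 0.05 from limma. In extracellular structure organization, 41 of 64 listed genes were lower and 2 higher in ginkgetin-treated mice, with a median log2 fold change of -0.69. In the set on tumor necrosis factor superfamily cytokine production, 30 of 49 were lower and 7 higher (median -0.998). The response to interferon gamma had 40 lower and 13 higher genes (median -0.52), and the inflammatory response had 30 lower and 14 higher genes (median -0.19). The response to transforming growth factor beta had 24 lower and 19 higher genes, and its median was 0.077. From lower signaling and gene expression in these livers, the paper reasons that its bulk sequencing backs the reduced lipid accumulation, inflammation and fibrosis seen in tissue.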

Previous studies have demonstrated that excessive lipid accumulation in hepatocytes is the primary and driving factor for NASH progression by triggering oxidative stress and releasing inflammatory cytokines (Schuster et al., 2018; Haas et al., 2019). And the cytokines enhance inflammatory cell infiltration and hepatocellular injury. 

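In each of the 8 gene sets of lipid metabolism, more members were higher than lower in ginkgetin-treated livers by the Benjamini-Hochberg adjusted p-value under 0.05 from limma. In lipid oxidation, 40 of 62 genes were higher and 5 lower, and in steroid metabolic process, 34 of 65 listed genes were higher and 11 lower. The numbers of higher and lower genes were 32 and 13 in fatty acid metabolic process, 30 and 13 in lipid catabolic process, 29 and 17 in lipid modification, and 24 and 15 in lipid biosynthetic process. In fatty acid transport they were 21 and 9, and in protein-lipid complex assembly 9 and 4. The median log2 fold changes of the 8 sets lay between 0.19 and 0.55, against 0.07 for all genes. Random gene lists matched on mean value to lipid oxidation had a median of 0.29, above some of these medians. The other sets were not compared with matched lists. Scaling of the libraries to equal totals moved the median of all genes to -0.35 and those of the 8 sets to between -0.23 and 0.13. More members were then higher than lower in lipid oxidation only (23 against 20), as many in steroid metabolic process (21 each), and fewer in the other 6 sets. Under quantile normalization, tried on the sets after the data were seen as equal totals were, the medians lay between -0.0087 and 0.23, with 25 higher and 14 lower genes in lipid oxidation, as many higher as lower in fatty acid metabolic process (17 each) and fewer higher in protein-lipid complex assembly (5 against 6). The NES of 3 of the 8 sets, lipid modification, lipid catabolic process and lipid biosynthetic process, was negative under each of these scalings.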

Remarkably, ginkgetin induced a clear decrease in lipid accumulation in hepatocytes with improved liver function, which was supported by the downregulation of gene expression and signaling pathways associated with lipid metabolism. These exciting results urged us to explore the involved mechanisms, especially focusing on LNPCs, which are essential in regulating the process of NASH(Xiong et al., 2019).

Among LNPCs, macrophages occupy a central place in NASH pathogenesis and have been considered potential therapeutic targets. And macrophages exhibit strong heterogeneity in performing various complex functions. In this study, scRNA-Seq analysis showed that macrophages not only markedly decreased in number but also shifted from pro-inflammatory to anti-inflammatory phenotype, which was supported by the histological study and RNA-Seq analysis. We also pay attention to NAMs, which are present during NASH and characterized by high expression of Trem2. Recent studies indicated that NAMs play a protective role against NASH by enhancing NAM-dependent efferocytosis of apoptotic hepatocytes caused by lipid overload (Hou et al., 2021; Hendrikx et al., 2022; Wang et al., 2023). And the level of NAMs is positively correlated with the severity of NASH. Consistent with the improvement of lipid accumulation in the liver, ginkgetin induced a marked decrease in NAMs, evidenced by scRNA-Seq, Western blot, and immunofluorescence. Further studies are necessary to investigate whether the impacts on macrophages are directly caused by ginkgetin or secondary to other effects.

NASH has a high risk of developing fibrosis by activating HSCs (Schuppan et al., 2018). In this study, liver fibrosis caused by NASH was markedly suppressed by ginkgetin. Moreover, we observed that the downregulation of IL6/STAT3 signaling was involved in the ginkgetin-induced inhibition of HSC activation. Previous studies have also suggested that IL6/STAT3 signaling was a promising target for treating liver fibrosis (Deng et al., 2013; Su et al., 2015; Xiang et al., 2018; Marti-Rodrigo et al., 2020). Thus, our study could potentially provide a therapeutic strategy for chronic liver fibrosis.

Finally, we assessed the impacts of ginkgetin on endothelial cells in NASH mice. Unlike the anti-angiogenesis mechanism in treating liver fibrosis (Gao et al., 2016; Winkler et al., 2021), our data indicated that ginkgetin promotes hepatic angiogenesis and endothelial cell proliferation. We speculated that the reasons might be as follows: hepatic angiogenesis is a compensatory mechanism of portal hypertension in liver fibrosis, and in turn, angiogenesis promotes fibrosis (Parola and Pinzani, 2019; Gracia-Sancho et al., 2021). Therefore, it is effective to treat liver fibrosis by inhibiting angiogenesis. Contrary to liver fibrosis, hepatic angiogenesis decreases during NASH due to the damage of endothelial cells by abnormal lipid metabolism. Thus, the recovery of endothelial cells after ginkgetin treatment might be secondary to the reduced lipid accumulation in the liver. Moreover, ginkgetin induced a marked increase in LSEC fenestrae, which promoted the substance exchange between hepatocytes and portal vein.

In conclusion, this study provided evidence that ginkgetin ameliorates NASH with a unique perspective at bulk and single-cell levels. These data may promote pharmacological therapy for NASH and raise the existent understanding of NASH.

## Figures and Tables

**Table:** 

**Acta2**	Actin alpha 2
**Adgre1**	Adhesion G protein-coupled receptor E1
**ALT**	Alanine aminotransferase
**ARE**	Androgen response elements
**AST**	Aspartate aminotransferase
**cDNA**	Complementary DNA
**CEBPα**	Recombinant CCAAT/Enhancer Binding Protein Alpha
**COL1A1**	Collagen Type I Alpha 1
**CST**	Cell signaling technology
**DAPI**	4,6-diamino-2-phenyl indole
**DCN**	Decorin
**DEG**	Differently expressed gene
**DMSO**	Dimethyl sulfoxide
**ECM**	Extracellular matrix
**Efnb1**	Ephrin-B1
**ELISA**	Enzyme-linked immunospecific assay
**FASN**	Fatty acid synthase
**FBW**	Fasting body weight
**FC**	Fold change
**Fcgr2b**	Fc fragment of IgG receptor IIb
**FDR**	False discovery rate
**GAPDH**	Glyceraldehyde-3-phosphate dehydrogenase
**GEO**	Gene expression omnibus
**GSEA**	Gene set enrichment analysis
**HE**	Hematoxylin-eosin
**HFD**	High-fat diet
**HSC**	Hepatic stellate cell
**IL**	Interleukin
**Itgam**	Integrin subunit alpha M
**JAK**	Janus kinase
**KC**	Kupffer cell
**KEGG**	Kyoto encyclopedia of genes and genomes
**LNPC**	Liver non-parenchymal cell
**LPS**	Lipopolysaccharide
**LSEC**	Liver sinusoidal endothelial cell
**LW**	Liver weight
**MDM**	Monocyte-derived macrophage
**MPI**	Macrophage polarization index
**NAFLD**	Nonalcoholic fatty liver disease
**NAM**	NASH-associated macrophage
**NAS**	NAFLD activity score
**NASH**	Nonalcoholic steatohepatitis
**NF-κB**	Nuclear factor kappa-B
**NIH**	National Institutes of Health
**NK**	Natural killer cell
**Nrf2**	Nuclear factor erythroid 2-related factor 2
**PCA**	Principal component analysis
**PCEC**	Peri-central endothelial cell
**PPARγ**	Peroxisome proliferator-activated receptor gamma
**PPEC**	Per-portal endothelial cell
**PVDF**	Polyvinylidene fluoride
**RIPA**	Radio immunoprecipitation assay
**scRNA-Seq**	Single-cell RNA sequencing
**SEM**	Scanning electron microscopy
**SMA**	Smooth muscle actin
**STAT**	Signal transducer and activator of transcription
**TNFα**	Tumor necrosis factor alpha
**Trem2**	Triggering receptor expressed on myeloid cells-2
**UMAP**	Uniform manifold approximation and projection
**UMI**	Unique molecular identifier
**vWF**	Von Willebrand factor

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/), GSE235939 and GSE235797.

# Supplementary material for: Beneficial effects of ginkgetin on improving nonalcoholic steatohepatitis characterized by bulk and single-cell RNA sequencing analysis
**Source:** Front Pharmacol. 2023 Oct 4;14:1267445. doi: 10.3389/fphar.2023.1267445
**Supplement:** Supplementary file 2

**Supplementary Table 1. Antibody list**

| **Antibodies** | **Company** | **Dilution** |
| --- | --- | --- |
| Anti-FASN | Abcam (ab128856) | 1:1000 for western blot |
| Anti-PPARγ | Abcam (ab272718) | 1:1000 for western blot |
| Anti-F4/80 | Abcam (ab300421) | 1:50 for immunofluorescence |
| Anti-TNFα | Servicebio (GB11188-100) | 1:500 for western blot |
| Anti-NF-κB p65 | Cell Signaling Technology (8242) | 1:1000 for western blot |
| Anti-p-NF-κB p65 (Ser536) | Cell Signaling Technology (3033) | 1:1000 for western blot |
| Anti-COL1A1 | Cell Signaling Technology (72026) | 1:1000 for western blot |
| Anti-TREM2 | Abcam (ab305103) | 1:1000 for western blot  1:500 for immunofluorescence |
| Anti-αSMA | Cell Signaling Technology (19245) | 1:500 for immunofluorescence |
| Anti-DCN | Abcam (ab175404) | 1:100 for immunofluorescence |
| Anti-pSTAT3 (Try705) | Cell Signaling Technology (9145) | 1:100 for immunofluorescence |
| Anti-vWF | Abcam (ab287962) | 1:50 for immunofluorescence |
| Anti-GAPDH | Cell Signaling Technology (5174) | 1:1000 for western blot |

How the deposited data were processed for this re-analysis (not part of the article)

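Liver RNA of 6 mice on a high-fat diet for 24 weeks was measured, 3 given vehicle and 3 given ginkgetin at 10 mg/kg/day in the last 8 weeks. The condition and replicate number of each mouse come from the sample labels, and diet, dose and duration come from the paper's methods. The columns of the ginkgetin group were matched by name, and the other 3 columns were assigned to the vehicle group by elimination, with their own numbers as replicate numbers. The number of columns without a sample was 0.

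The authors deposited a signal per gene and mouse: gene counts divided by 1 factor per mouse, less a constant of 10. This form was read from the values, since it is not described in the paper's text. The paper's methods name DESeq2 for the comparison of the groups. DESeq2 was not used here: the deposited values are not counts, and it was not run on the whole numbers recovered from them. Each column's step and the constant were estimated from the values, and the whole numbers read as counts gave between 46498479 and 56900436 counts per mouse. These totals cover the 12101 listed genes only, and the number of mice limits the precision more than the depth does.

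Of the plans written for counts and for normalized values, the one for normalized values was followed. Values were used as deposited, a pseudocount of 1 was added, and log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean trend), without a replicate block. The filter required a value of at least 1 in at least 3 mice. Differentially expressed genes had a fold change above 2 and a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors of log2 fold changes are those of the moderated fit. Gene sets were tested with fgsea 1.28.0 at weight 1 and seed 1, with the members that Supplementary Table S2 lists and Benjamini-Hochberg adjustment over the 19 sets. The sets were also tested with limma's camera. The principal component scores of the groups were compared with a two-sided exact permutation test.

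The genes named in the text follow a rule: the 27 genes of Figure 3E, read by eye from the figure, genes of proteins or cell markers that the paper measures in other assays, and, among differentially expressed genes without overlap between the groups, the 5 with the largest rise and the 5 with the largest fall. Any other gene was named after its values were seen. Not every result under this rule is reported here. GC content and transcript length came from GENCODE release 21 for the mouse, with 11768 genes matched by symbol and 285 by synonym. Random gene lists, 10000 per test, were matched on mean value in 20 bins.

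The procedure was tested on simulated values written in the form of the deposited ones, with 200 of 12101 simulated genes changed. The subtracted constant of 10 was recovered, 191 of 191 changed genes tested were called in the right direction, 0 unchanged genes were called, and 0 of 12080 genes were called in a simulation without change. A simulated set of 40 raised genes had an NES of 3.02 and a set of 40 unchanged genes an NES of 0.57. These calls hold for the simulated changes only. In the real comparison 6199 genes had an adjusted p-value under 0.05 from limma, far more than were changed in the simulation. The simulation gave no result on the choice of scaling. It therefore checks the steps of the procedure and does not measure the error of the real comparison.

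The alternatives covered the pseudocount, the filter, the scaling, a replicate block, the ranking and test of the gene sets, a correction for GC content and length, and leaving out each mouse in turn. The single-cell data and the stainings, blots and serum measurements of the paper were not analysed here.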

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

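The tests of Y-chromosome genes and of the share of hepatocyte RNA were chosen only after the result was seen, and so was the list of cholesterol synthesis genes.

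The 5 genes with the largest rise in ginkgetin-treated mice stand out because they lie outside the genes the paper discusses and rise far above their level in vehicle-treated mice. The log2 fold changes were 6.43 for Mup7, 6.204 for Mup12, 6.15 for Cd163, 5.78 for Mup1 and 4.78 for Cyp4a14, and every ginkgetin-treated mouse had a higher value than every vehicle-treated mouse. The smallest of the 5 was 4.78 with the subtracted 10 added back and 4.74 after the correction for GC content and length. The log2 fold change of Cd163, the lowest of the 5 in vehicle-treated mice, was 5.75 with the 10 added back. The largest log2 fold change among the hepatocyte markers was 2.67, for Tat, so a larger share of hepatocyte RNA would not account for the size of the rise of the Mup genes and Cyp4a14. This test does not bear on Cd163, a macrophage gene. Marco (4.71) and Timd4 (2.10), of the resident Kupffer cell genes, rose as well, while the median of these genes was 0.28, and the rise of Cd163 was not told apart from a change among the macrophages. Cyp4a14 has close paralogs, whose shared reads were not tested.

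For the Mup genes, reads shared between near-identical genes were tested with the summed value of the 10 listed Mup genes. It rose by a log2 fold change of 0.66, above the 0.5 set for this test. On average the sum rose by 397277, of which Mup3 alone gave 282728, and without Mup3 it rose by 114548. Mup1, Mup7 and Mup12 together rose by 242092, and Mup20 fell by 171525. Of the 7 other members, named after their values were seen, Mup14 (3.23), Mup21 (2.35), Mup8 (2.14), Mup3 (2.07) and Mup9 (0.93) were higher with adjusted p-values under 0.05 from limma, and Mup6 (0.92, adjusted p = 0.11 from limma) and Mup20 (-0.48, adjusted p = 0.11 from limma) did not pass. With equal totals, chosen after the data were seen, the log2 fold change of the sum was 0.24, the 3 genes together rose by 209915 and Mup20 fell by 323753. The sum without Mup3 then changed by -77781. The limit of 0.5 was passed with the values as deposited, but once the values were seen it was not taken to decide the matter, since the sum depends on Mup3 and on the scaling. The fall of Mup20 was smaller than the rise of all rising members together, 568802 as deposited and 467218 with equal totals, so it would not account for all of their rise. For Mup1, Mup7 and Mup12 alone, a shift of reads within the family cannot be told apart from a change in expression. The 4 listed Y-chromosome genes were present in every mouse and all higher with ginkgetin, with a median of 0.45: Ddx3y 0.70 and Eif2s3y 0.50 (adjusted p = 8.5e-04 and 9.7e-04 from limma), Uty 0.41 and Kdm5d 0.14 (adjusted p = 0.058 and 0.39 from limma). With equal totals their median was 0.031. A wholly female vehicle-treated mouse is unlikely. RNA of females diluting the vehicle group would change the 4 genes alike. Ddx3y (standard error 0.11) and Kdm5d (standard error 0.13) differed by more than these errors, but Eif2s3y and Uty lay between them. A partial dilution was therefore not ruled out.

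The 18 genes of cholesterol synthesis, a list chosen after their values were seen, had a median log2 fold change of 1.75, and all 18 were higher with ginkgetin, 17 of them with a Benjamini-Hochberg adjusted p-value under 0.05 from limma. With the libraries scaled to equal totals, 15 of the 18 were higher and the median was 1.33, against -0.35 for all genes. The median lay at percentile 100 of 10000 random lists matched on mean value, was 1.70 after the correction for GC content and length, and was 1.43 without ginkgetin replicate 3. The hepatocyte markers had a median of 1.04, under that of the list. A rise in cholesterol synthesis in response to ginkgetin is a candidate explanation, found and tested on the same data, and a measurement of the pathway in other mice would test it. RNA alone does not show that more cholesterol was made, and the paper reports lower hepatic and serum cholesterol with ginkgetin.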

How the results depend on the processing

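Apart from the following, none of the values in this part come from tests chosen only after the result was seen. The lists of resident Kupffer cell, recruited macrophage, cholesterol synthesis and Y-chromosome genes were chosen after seeing the data. So were equal totals, median-ratio scaling, 10 added back, a mean value of at least 100, limma-voom and treat. The correction for GC content and length with and without the replicate block, and quantile normalization of the gene sets, were also chosen then. The main choices, the other alternatives and the rule for named genes were set before the data were examined.

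The 6 main results have 104 values under the alternatives, of which 95 kept their size within the bounds used and 9 moved. With equal totals, chosen after seeing the data, 197 genes were higher and 2346 lower. Restriction to the gene sets listed in full left 6 lower sets, and 6 is all the lower sets that are listed in full. Camera with the estimated inter-gene correlation left 0, with 3 lower at an unadjusted p under 0.05. The first principal component held 83.4% with genes centred but not scaled and 92.3% with the 500 most variable genes, and between 59.8% and 65.7% across the 6 fits that each left out 1 mouse. Across these fits the differentially expressed genes numbered 1688 to 1994, the lower gene sets 11 each time and the lower genes of Figure 3E 13 to 14. Across all alternatives the lower genes of Figure 3E numbered 12 to 18. For changes other than the number of sets listed in full, the cause was not tested.

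Of 370 NES values, 339 kept their direction and side of the threshold, 10 were weaker, 12 stronger and 9 reversed. The NES of lipid modification, lipid catabolic process and lipid biosynthetic process was -1.03, -1.06 and -0.97 under quantile normalization and -0.92, -0.76 and -0.79 with equal totals, both tried on the sets after seeing the data. That of lipid modification was -0.85 when ranked by log2 fold change, and those of lipid modification and lipid biosynthetic process were -0.99 and -0.71 when ranked by signal-to-noise ratio. The NES of lipid oxidation fell to 1.10 under quantile normalization (adjusted p = 0.35 from fgsea, against a range from 1.3e-08 to 0.35 over its alternatives), and those of fatty acid metabolic process and fatty acid transport to 1.09 and 1.15. Lower gene sets numbered 10 when ranked by log2 fold change, 8 when ranked by signal-to-noise ratio and 8 with camera at an inter-gene correlation of 0.01. When ranked by signal-to-noise ratio, adjusted p-values from fgsea were 0.15 for response to interferon alpha (range over its alternatives 1.4e-04 to 0.15), 0.052 for platelet-derived growth factor receptor signaling (0.0089 to 0.052), 0.097 for p53-mediated apoptotic signaling (0.0037 to 0.097; 0.053 when ranked by log2 fold change), 0.15 for fatty acid metabolic process (3.0e-04 to 0.35), 0.71 for lipid catabolic process (0.0043 to 0.89) and 0.42 for fatty acid transport (0.0036 to 0.42). Adjusted p-values from fgsea fell under 0.05 for lipid modification with the replicate block (0.047), limma-voom and both settings with the GC content and length correction (range 0.03 to 0.73), for protein-lipid complex assembly with limma-voom (0.0499, the smallest over its alternatives, with a largest of 0.71), and for lipid biosynthetic process with the replicate block, ranked by log2 fold change, without vehicle replicate 2, ginkgetin replicate 1 or ginkgetin replicate 3, and in both settings with that correction (range 0.018 to 0.9). The cause was not tested.

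Of 897 values for 50 named genes, 846 were the same, 15 weaker, 17 stronger and 19 reversed. With equal totals, the log2 fold changes were -0.057 for Acad8, -0.36 for Daglb, -0.38 for Irf4, -0.12 for Myh11, -0.079 for Tgfbr3, -0.28 for Rela, -0.24 for Stat3 and -0.084 for Fcgr2b. This scaling moved the median of all genes from 0.07 to -0.35, and these 8 genes by -0.47 (Irf4) to -0.42 (Stat3), so their reversal goes with the shift of all genes. Under quantile normalization they were -0.076 for Daglb, -0.025 for Rela and -0.066 for Stat3. It also raised Lefty1 to 1.501 (adjusted p = 0.0032 from limma; range over its alternatives 0.0032 to 0.4), Myh11 to 0.83 (0.011; 0.011 to 0.72) and Irf4 to 0.79 (0.031; 0.031 to 1). Lefty1 also passed 0.05 without vehicle replicate 3, with 10 added back, with limma-voom and in both settings with the GC content and length correction. Tgfbr3 did not pass without vehicle replicate 1 or 2 or ginkgetin replicate 1 or 3, with median-ratio scaling, with equal totals or with treat (adjusted p from limma over its alternatives 0.025 to 0.65). The log2 fold change of Hnrnpa0 was 0.074 after the correction for GC content and length and 0.074 with the replicate block added. Both settings were chosen after seeing the data, and the adjusted p-values from limma were 0.52 and 0.54. Across the fits that each left out 1 mouse, the range was -0.015 to 0.15 for Daglb, -0.099 to 0.065 for Hnrnpa0, -0.12 to 0.28 for Irf4 and -0.18 to 0.064 for Vwf. For settings other than equal totals, the cause was not tested.

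No alternatives had been set for the marker lists, and their 198 values were computed after seeing the data: 157 were the same, 37 moved and 4 reversed. The median log2 fold change of B cell genes was -0.028 with equal totals and -0.31 for genes with a mean value of at least 100, and with equal totals that of endothelial cell genes was -0.17 and that of resident Kupffer cell genes -0.14. With equal totals these medians moved by -0.48, -0.42 and -0.42, against -0.43 for the median of all genes. For the B cell value at a mean of at least 100, the cause was not tested.

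With the replicate number as a block, 1880 genes were differentially expressed, 1876 of them shared with the 1885, and 11 sets were lower. Residuals of same-numbered mice correlated across genes with a mean of 0.03 and those of differently numbered mice with a mean of -0.01. The alternatives written for counts were not run: the table does not hold counts, and DESeq2 and edgeR were not run on the recovered counts. The filters on counts were not run either. Median-ratio scaling, equal totals, limma-voom on the recovered counts and limma's test against a minimum fold change were run in their place, chosen after seeing the data. The filter removes no gene, so leaving it out cannot change a result. The treat alternative gives no ranking of gene sets, and camera gives no NES. Genes under the table's lowest value are not listed and were not tested.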

Differences from the paper's values

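Causes were tested only for the sign of the lipid sets, and those tests are given with the other observations. None of the values in this part come from tests chosen only after the result was seen, apart from the settings named here as chosen after seeing the values.

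The paper's number of differentially expressed genes is 1199, against 1885 here, and the paper's number of lower genes is 793, against 1452 here. Among the alternatives set before the data were examined, the total came within 1.5 times the paper's number under quantile normalization (1637), without vehicle replicate 3 (1688) and without ginkgetin replicate 1 (1792). The number of lower genes did so under quantile normalization only (1027), where 610 genes were higher against the paper's 406. Of the alternatives chosen after seeing the values, a mean value of at least 100 gave 1517 genes with 1128 lower, 10 added back gave 1757 genes and limma-voom on the recovered counts gave 1766 genes, totals within the same bound.

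The paper's NES of the 8 lipid sets are negative, and those here are positive: lipid oxidation -2.51 in the paper against 2.37 here, steroid metabolic process -2.27 in the paper against 2.38 here, fatty acid metabolic process -1.996 in the paper against 1.68 here, lipid modification -1.65 in the paper against 1.33 here, lipid catabolic process -1.61 in the paper against 1.43 here, fatty acid transport -1.60 in the paper against 1.58 here, protein-lipid complex assembly -1.59 in the paper against 1.28 here and lipid biosynthetic process -1.47 in the paper against 1.31 here. Lipid oxidation, fatty acid transport and protein-lipid complex assembly were tested with all their members. The other lipid sets were tested with a part of the members that the paper counts, such as 61 of 392 for lipid biosynthetic process. Their values are therefore not for the same genes as the paper's. None of the alternatives set before the data were examined came within 1 SD of the 6 fits that each left out 1 mouse of the paper's value for any of the 8. The sign was negative for lipid modification when ranked by log2 fold change and by signal-to-noise ratio and for lipid biosynthetic process when ranked by signal-to-noise ratio, and, under quantile normalization and equal totals, both tried on the sets after seeing the data, for these sets and lipid catabolic process. The values stayed outside the bound, and 0 lipid sets were lower with an adjusted p-value under 0.05 from fgsea under these 2 scalings.

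Among the other sets, the NES was -2.01 in the paper against -1.75 here for inflammatory response, -1.78 in the paper against -1.99 here for response to interferon alpha and -1.47 in the paper against -1.59 here for p53-mediated apoptotic signaling. It was -1.65 in the paper against -1.58 here for negative regulation of NF-kappaB transcription factor activity, -1.65 in the paper against -1.87 here for regulation of fibroblast proliferation, -1.61 in the paper against -1.66 here for platelet-derived growth factor receptor signaling and -2.56 in the paper against -2.69 here for extracellular structure organization. These differ by more than 1 SD of the 6 fits that each left out 1 mouse. For inflammatory response and extracellular structure organization, only 68 of 268 and 64 of 204 members were tested here. The 6 fits share most of their mice, so their SD is no measure of the error of an NES. Small differences from the paper may lie within that error. Of the alternatives set before the data were examined, those that came within 1 SD of these fits of the paper's value were the fit without ginkgetin replicate 3 for the inflammatory response (-1.87) and NF-kappaB (-1.63), the fit without vehicle replicate 1 for interferon alpha (-1.86), and the replicate block for p53 (-1.49) and extracellular structure organization (-2.56). For platelet-derived growth factor they were the replicate block (-1.63) and the fits without vehicle replicate 1 (-1.61), ginkgetin replicate 1 (-1.63) and ginkgetin replicate 2 (-1.62). None did so for regulation of fibroblast proliferation. Settings chosen after seeing the values also came within this bound: for NF-kappaB, quantile normalization (-1.64), equal totals (-1.63) and median-ratio scaling (-1.66); for platelet-derived growth factor, limma-voom (-1.61), median-ratio scaling (-1.61) and the block with the GC content and length correction (-1.64); and for extracellular structure organization, median-ratio scaling (-2.55) and that block with the correction (-2.59).

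The paper shows every gene of Figure 3E as lower with ginkgetin. Here 13 of the 27 were lower and 6 higher with a Benjamini-Hochberg adjusted p-value under 0.05 from limma. Genes not called lower here were called lower in the fit without ginkgetin replicate 3 (Fasn, -0.38) and under quantile normalization (Rac1, -0.32), both set before the data were examined. With equal totals, chosen after seeing the values, the log2 fold changes of Apoe, Fasn, Daglb, Hnrnpa0 and Rac1 were -0.52, -0.59, -0.36, -0.45 and -0.45, and each was called lower.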

Other observations

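The tests of the lists in part, of the direction of the ranking, of the share of hepatocyte RNA, of a like fall in all macrophages and of the subtraction of 10 were chosen only after the result was seen.

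Other groupings of the 6 mice were compared with the real one. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many differentially expressed genes, higher genes, lower genes, lower gene sets and lower genes of Figure 3E. The 3 other such splits gave 0 differentially expressed genes (8 to 17 at an unadjusted p under 0.05), 2 to 5 gene sets and 0 genes of Figure 3E (0 to 1 unadjusted). The 6 splits that part 1 pair gave 0 to 1 differentially expressed genes (4 to 43 unadjusted), 0 to 6 gene sets and 0 genes of Figure 3E (0 to 2 unadjusted). With so few splits, the share of splits as large as the real one cannot fall under 0.05.

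More differentially expressed genes were lower than higher with ginkgetin (77.0% lower). The share was 76.6% after the correction for GC content and length and 76.8% with 10 added back. It was 79.8% with median-ratio scaling, whose factors of 0.97 to 1.02 hardly change the values, so this says little about scaling. With equal totals it was 92.3%, and under quantile normalization 62.7%. Each of these settings kept more lower than higher genes, so the scaling changed the size of the share and none of the scalings run removed the excess.

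The 8 lipid sets had a positive NES while the paper reports lower lipid signals. Scaling to equal totals kept a positive NES in 5 of the 8, and the 3 lipid sets listed in full were all positive, so neither equal totals nor lists given in part reverses the whole pattern. The genes of lipid oxidation had a median at percentile 99.99 of random lists matched on mean value, whose own median was 0.29. The other lipid sets were not tested in this way. The NES of lipid oxidation was 2.42 after the correction for GC content and length. A ranking read in the opposite direction would have turned the other sets too, and all 11 of them were lower. A larger share of hepatocyte RNA remains as a candidate explanation: the hepatocyte markers had a median log2 fold change of 1.04, above the median of 0.55 of the lipid oxidation genes. The 14 listed markers rose unequally, from 0.072 for Trf to 2.67 for Tat, and 11 had an adjusted p-value under 0.05 from limma. A larger share alone would raise them alike, so their median is no clean measure of that share. The rise of the lipid sets cannot be told apart from such a change in composition in bulk tissue. It also depends on the scaling, since under quantile normalization the NES of lipid oxidation was 1.10.

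Marker lists written before the data were examined gave a median log2 fold change of -1.38 for 20 macrophage genes, -1.12 for 14 genes of hepatic stellate cells or fibroblasts, -1.28 for 6 T cell genes, -2.73 for 5 cholangiocyte genes, 0.46 for 5 B cell genes and 0.25 for 18 endothelial genes. The medians of the B cell and endothelial genes turned negative with equal totals. That of the B cell genes was 0.088 without vehicle replicate 2, 0.86 without vehicle replicate 3 and 1.13 under quantile normalization. Of the 5 B cell genes, 0 were higher and 1 lower with an adjusted p-value under 0.05 from limma.

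Lists of macrophage genes split after their values were seen changed unequally. The median was 0.28 for 5 genes of resident Kupffer cells and -3.81 for 6 genes of recruited or lipid-associated macrophages, a difference of 4.09, and 4.11 with equal totals, where the Kupffer median was -0.14. One factor per mouse moves both lists alike and would not produce such a difference. The Kupffer median was 0.095 without vehicle replicate 2, 0.46 without vehicle replicate 3 and 0.13 without ginkgetin replicate 3. Under quantile normalization it was 0.016. Because the lists were split by their values, the difference is no test of a like fall in all macrophages. In the list of 20 macrophage genes written beforehand, 16 were lower and 2 higher with a Benjamini-Hochberg adjusted p-value under 0.05 from limma. The higher ones, Marco (4.71) and Timd4 (2.10), named after their values were seen, go against a like fall of all genes of that list. Whether cells shifted or genes changed within cells was not tested. Such a shift may be tested with lists fixed beforehand in other mice.

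Genes of proteins and markers that the paper measures in other assays had log2 fold changes of -5.23 for Col1a1, -1.15 for Adgre1, -2.14 for Itgam, -4.25 for Trem2, -1.52 for Acta2 and -0.74 for Dcn, each with a Benjamini-Hochberg adjusted p-value under 0.05 from limma. Those of Rela (0.14), Stat3 (0.18), Vwf (-0.068) and Efnb1 (-0.25) did not pass, with adjusted p-values of 0.25, 0.092, 0.72 and 0.081 from limma. The paper stained phosphorylated STAT3 and blotted the p65 protein. The RNA of Stat3 and Rela is another measure and does not test those results. With equal totals, chosen after seeing the values, Vwf (-0.49), Efnb1 (-0.67) and Stat3 (-0.24) were called lower, and with median-ratio scaling, chosen likewise, Efnb1 (-0.30). Fcgr2b and Wnt2 were higher, by 0.34 and 1.66. Fcgr2b did not pass under quantile normalization (adjusted p = 0.12 from limma, with a range over its alternatives of 0.009 to 0.46), with treat or with equal totals. Tnf, Il6 and Ifng are not among the genes listed. Alb took between 4.31% and 4.65% of the counts in vehicle-treated mice and between 6.35% and 7.20% in ginkgetin-treated mice.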
